A study of Danio rerio with 12 samples. Its data were reported in "Zebrafish macrophage developmental arrest underlies depletion of microglia and reveals Csf1r-independent metaphocytes" (2020).

How the data were processed

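Green fluorescent cells of zebrafish embryos that carried an mpeg-GFP reporter, which marks macrophages, were profiled by RNA sequencing. The libraries came from 2 genotypes, wild-type control and csf1rDM (double mutants of the receptor genes csf1ra and csf1rb), at 28 and 50 h post-fertilisation (hpf). Each of the 4 groups had 3 libraries, 12 in all. Per the labels, each library was a pool of 35 embryos, or of 70 embryos for csf1rDM at 50 hpf, so a replicate is a pool and not a single animal. Groups and replicate numbers were taken from the sample labels.

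The authors dissociated the embryos, sorted the fluorescent cells, amplified the cDNA with a SMART-seq v4 kit and sequenced the libraries as read pairs. They mapped the reads with STAR to the GRCz10 assembly. The deposited table holds raw whole-number counts per Ensembl gene, with no normalisation, for 35117 gene IDs. The counting tool, its strand setting and the annotation version were not stated, so genes that overlap, lie antisense to each other or share reads with a close paralogue are uncertain. All count columns were matched to a sample by name, and 0 rows of the table named no gene. Amplified cDNA carries no molecular identifiers here, so statements on depth cover counting error only.

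Totals per library lay between 8641139 and 20261650 counts. Symbols were taken from a table of Ensembl gene names and were found for 27000 of the IDs (76.9%), of which 22159 had a symbol that belonged to 1 ID. No genome sequence was used, and no coordinates are given. A RefSeq gene table of a different assembly served only for gene spans and for which genes neighbour each other. The symbol mpeg1.1 was not used in the symbol table, and 3 IDs carried the symbol mpeg1.

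Differential expression was tested in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16. Genes were filtered with filterByExpr by group, which left 16429 genes, and libraries were scaled with TMM. All 12 libraries entered 1 fit with a mean per group and no covariate, so that the groups shared an estimate of the spread. The 6 contrasts were the genotype effect at each stage, the stage effect in each genotype, the genotype by stage interaction, and the mean genotype effect. Contrasts that name the same group share its libraries. P-values were adjusted by Benjamini-Hochberg over all tested genes within a contrast, and a gene passed the thresholds at an adjusted p under 0.01 with an absolute log2 fold change above 1, the thresholds the study states. Standard errors were derived from the log2 fold change and its F statistic. Expression is given as TMM-scaled CPM (counts scaled to a common library size), mean ± SD over libraries. A group was at the floor of detection where all its libraries held at most 3 counts, and folds against it are lower bounds.

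The 8 gene lists were tested with camera of limma 3.58.1, two-sided, on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01. The tests were repeated with fry and with camera under an estimated correlation. P-values were adjusted over the 8 lists within a contrast. The macrophage signature, the DNA replication complex and the list of cyclins, kinases and ribonucleotide reductase subunits came from the study. It reported them with results from these same libraries. Further replication genes, G2/M genes, ribosome biogenesis genes, splicing factors and cytosolic ribosomal proteins were written from general knowledge. The level of 0.05 for the list tests was not fixed together with the design. The ribosomal list was defined as symbols that start with rpl or rps and a digit, and ribosomal S6 kinases and binding proteins that this rule would have taken in were left out. For each list the mean log2 CPM per library was also compared with an exact permutation test, two-sided, for which 3 against 3 libraries allow no p below 0.1. A further 9 lists of marker genes, of erythroid cells, neutrophils, keratinocytes, skeletal muscle, neural cells, yolk and liver, pigment cells, the immediate early response and the mitochondrial genome, were summed per library as a description. A list of 45 symbols of genes typical of leukocytes, of which 36 IDs outside the other lists were tested, was written from general knowledge after the list results had been seen, and so was a list of 41 symbols of genes of macrophages rather than other leukocytes, with 29 tested IDs.

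The designs, contrasts, thresholds for genes, lists, alternatives and the rule for naming genes were fixed before the data were examined, except where stated. The rule took, per contrast between a pair of groups and for the interaction, the 3 genes with the largest rise and the 3 with the largest fall among those past the thresholds with a symbol and a mean of at least 10 CPM. For contrasts between a pair of groups the CPM values also had to not overlap. The targeted genes, mpeg1 and members of the lists could be named beside these.

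Alternatives covered scaling (DESeq2 size factors, upper quartile, library size only), filters (none beyond 1 count, or at least 10 counts in every library), tests (DESeq2 1.42.0, the edgeR likelihood ratio test, limma-voom), thresholds, fits to 6 libraries, a replicate block and leaving out each library in turn. One alternative, the correlations of the leave-one-out fits over the genes of the full fit, was chosen after the leave-one-out values had been seen. The scripts were tested on simulated data with the means and depths of the real libraries. Of 200 genes changed among 16429 simulated genes at 50 hpf, 82.5% were recovered. There were 0 calls among genes left unchanged and 0 calls at 28 hpf, where no gene was changed. All 200 had the same size of change and genes of low expression were left out of them, so 82.5% does not describe all tested genes. A list of 40 further genes shifted by -0.8 on the log2 scale was found at -0.81. Genes were drawn independently, so correlation between the genes of a list was not simulated.

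A published list of macrophage-specific genes that the study drew on, and its sequencing of older fish, were not used here.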

Results

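RNA was sequenced from sorted mpeg-GFP+ macrophages of control and csf1rDM zebrafish embryos at 28 and 50 hpf, with 3 libraries in each of 4 groups. Library totals ranged from 12741263 to 16443828 counts in control and from 8641139 to 15561536 counts in csf1rDM at 28 hpf. At 50 hpf they ranged from 14820285 to 20261650 counts in control and from 10675567 to 13159378 counts in csf1rDM. Of 35117 gene IDs, 5153 had 0 counts in all libraries and 16429 were tested. Replicate libraries of a group had Pearson correlations of log2 CPM across genes between 0.919 and 0.983, where genes are not independent replicates. Each pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 5.53 and 27.2, so all 12 libraries were counted separately.

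The targeted genes were examined first, to ask whether the transcripts of the mutated receptors differed in the libraries labelled csf1rDM. Expression of csf1ra (ENSDARG00000102986) was 226 ± 10.7 CPM in control and 271 ± 30.8 CPM in csf1rDM at 28 hpf (SD, n = 3 each). At 50 hpf it was 404 ± 48.9 CPM and 381 ± 36.6 CPM. The csf1ra difference did not pass at either stage, with a log2 fold change of 0.26 (SE 0.109, edgeR adjusted p = 0.107) at 28 hpf and -0.08 (SE 0.108, edgeR adjusted p = 0.662) at 50 hpf. Expression of csf1rb (ENSDARG00000053624) was 144 ± 14.6 CPM in control and 83.8 ± 19.6 CPM in csf1rDM at 28 hpf, and 331 ± 97.2 CPM and 186 ± 30.97 CPM at 50 hpf. The csf1rb log2 fold change was -0.78 (SE 0.211, edgeR adjusted p = 0.0203) at 28 hpf and -0.83 (SE 0.210, edgeR adjusted p = 0.014) at 50 hpf. All 3 csf1rDM libraries lay below all 3 control libraries at each stage, but neither difference passed the thresholds. The alternative that moved these values most was leaving out control 50 hpf replicate 1, which gave -0.61 for csf1rb at 50 hpf. Without control 50 hpf replicate 2 it was -1.01 and passed (edgeR adjusted p = 0.00878). Read counts do not show whether a transcript encodes a working receptor, and csf1ra and csf1rb are paralogues whose shared reads the counting may have split.

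**Figure D1:**
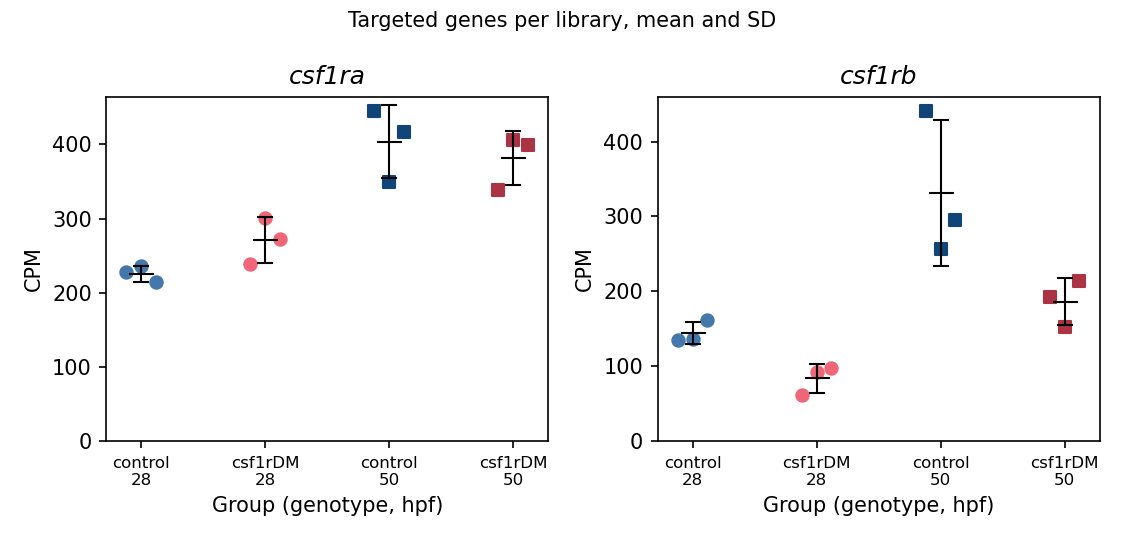
CPM of csf1ra (left) and csf1rb (right) in each library (points), by genotype and stage in hpf, with the group mean and SD (bars, n = 3). Mean csf1rb was lower in csf1rDM at both stages (83.8 against 144 CPM and 186 against 331 CPM), whereas csf1ra differed little.

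The cells were sorted on an mpeg reporter, and 2 of the 3 IDs with the symbol mpeg1 were tested. The abundant one (ENSDARG00000055290) had 2548 ± 101 CPM in control and 3259 ± 74.95 CPM in csf1rDM at 28 hpf, and 3622 ± 96.4 CPM and 4633 ± 311 CPM at 50 hpf. Its log2 fold change was 0.36 at both stages (edgeR adjusted p = 0.000304 and 0.000263), below the fold change threshold. The other (ENSDARG00000043093) rose from 13.8 ± 2.37 to 81.3 ± 61.1 CPM at 28 hpf, a log2 fold change of 2.55 that passed (SE 0.420, edgeR adjusted p = 0.00113). Without csf1rDM 28 hpf replicate 1, which held 151.5 CPM, that mpeg1 value was 1.67. At 50 hpf this ID did not pass (log2 fold change 1.21, edgeR adjusted p = 0.0505). Assignment of reads between IDs of the same symbol is uncertain.

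To ask what separated the libraries, principal components were computed on all tested genes. Component 1 held 32.0% of the variance and component 2 held 21.9%. Stage accounted for a share of 0.726 of the spread along component 1 and genotype for 0.252. Along component 2 the shares were 0.719 for genotype and 0.251 for stage. Leaving genes unscaled moved the stage share of component 1 most, to 0.963. The 500 most variable genes moved the stage share of component 2 and the genotype share of component 1 most, to 0.001 and 0.011. The genotype share of component 1 was 0.118 without control 28 hpf replicate 2 and 0.406 without control 50 hpf replicate 1. The study described genotype as the first component and stage as the second, which is the opposite order.

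**Figure D2:**
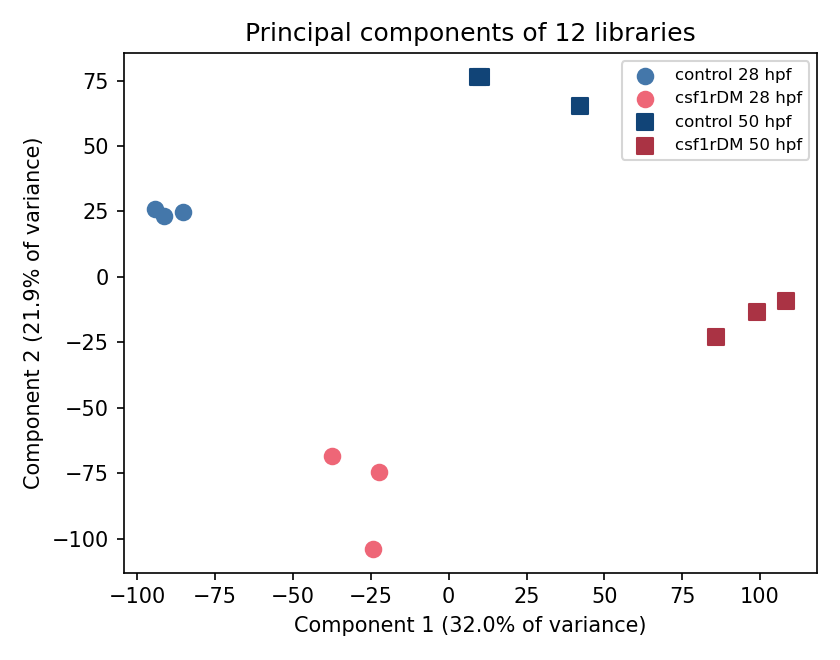
Scores of the 12 libraries on components 1 and 2 (32.0% and 21.9% of the variance), with colour for genotype (blue control, red csf1rDM) and circles for 28 and squares for 50 hpf. Stage accounts for a share of 0.726 of the spread along component 1 and genotype for 0.719 along component 2.

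The genotype contrasts asked how expression differed in csf1rDM macrophages at each stage. The study describes its controls as wild-type fish with only the reporter transgenes and does not state that they were siblings of the mutants. A difference in line background may therefore coincide with genotype. At 28 hpf, 670 genes (4.08% of those tested) passed the thresholds in the edgeR test, 303 higher and 367 lower in csf1rDM. At 50 hpf, 875 genes (5.33%) passed, 376 higher and 499 lower. The count at 28 hpf rose most, to 3373 genes, when the thresholds were relaxed to an adjusted p under 0.05 with no fold change limit. It fell to 436 without control 28 hpf replicate 2. Averaged over both stages, 1066 genes passed, 489 higher and 577 lower. Of the genes past the thresholds at 28 hpf, 97.0% had the same sign at 50 hpf and 51.3% also passed there with that sign. The log2 fold changes at the stages, which share no library, had a Pearson correlation of 0.45 and a Spearman correlation of 0.52 across genes. Restricting to genes with at least 10 counts in every library gave 0.66 and 0.68. Without csf1rDM 50 hpf replicate 3 the Pearson correlation was 0.23, and over the genes of the full fit it was 0.27.

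Among genes named by the rule, mhc1lda (ENSDARG00000023203) had the largest rise at each stage. It went from 0.152 ± 0.133 to 70.17 ± 10.5 CPM at 28 hpf, a log2 fold change of 8.69 (SE 0.315, edgeR adjusted p = 1.11e-08). At 50 hpf mhc1lda was at the floor of detection in control and reached 116 ± 15.1 CPM in csf1rDM, at least 663.9-fold higher. The gene si:ch211-42i6.2 (ENSDARG00000086130) rose at both stages, by 6.22 and 6.16 on the log2 scale, and pttg1ipb (ENSDARG00000040039) rose by 3.57 at 28 hpf. At 50 hpf f5 (ENSDARG00000055705) rose by 5.74. The largest falls at 28 hpf were those of caspb (ENSDARG00000052039), from 258 ± 15.7 to 0.502 ± 0.368 CPM (log2 fold change -8.95, SE 0.715, edgeR adjusted p = 1.02e-05), cpa1 (-4.99) and si:dkey-238i5.3 (-4.44). The symbol cpa1 belongs to 2 IDs, and its call was lost in 3 of the 6 fits that each left out 1 library, at adjusted p-values up to 0.0241. At 50 hpf the largest falls were those of si:dkey-23a13.11 (-6.19), caspb (-5.52, SE 0.574, edgeR adjusted p = 3.92e-05) and lipg (-5.02). Major histocompatibility genes such as mhc1lda belong to families with near-identical copies, so their counts are uncertain.

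The stage contrasts asked which changes with age occurred in each genotype. In control, 1033 genes passed, 704 higher and 329 lower at 50 hpf. In csf1rDM, 1353 genes passed, 772 higher and 581 lower. These counts moved to 1644 and 889 when only the 6 libraries of the genotype entered the fit, which reversed their order. Of the genes past the thresholds in control, 98.2% had the same sign in csf1rDM and 66.4% also passed there. The Pearson correlation of the log2 fold changes across genes was 0.54 and the Spearman correlation 0.62, over effects that share no library. Without csf1rDM 50 hpf replicate 3 the Pearson correlation was 0.31, and over the genes of the full fit it was 0.37. In control the largest rises were those of pcdh2ac (7.77), mcam (6.10) and robo4 (5.08). The largest falls in control were those of tfa (-8.52), pdia2 and the gene ENSDARG00000075664 (-7.87). The pcdh2ac and tfa values rest on few counts, with 0.106 ± 0.183 CPM at 28 hpf and 0.146 ± 0.253 CPM at 50 hpf in control. Without control 28 hpf replicate 1 the pcdh2ac value was 11.33. Without control 50 hpf replicate 1 that of tfa was -12.55. The gene tfa is also the most abundant member of the yolk and liver marker list. The sum of that list was 57.56, 61.42 and 62.67 CPM in control at 28 hpf and 12.56, 11.96 and 10.88 CPM at 50 hpf. RNA from other cells therefore remains possible for the fall of tfa. Control libraries at 50 hpf were at the floor for pdia2, which was at least 189.7-fold lower. In csf1rDM, klf9 was at the floor at 28 hpf and at least 121.1-fold higher at 50 hpf, followed by mcam (5.47) and cpt1b (5.06). The largest falls in csf1rDM were those of ENSDARG00000075664 (-8.53), pdia2 (-5.43) and fhl1 (-5.26), whose symbol belongs to 2 IDs.

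The interaction asked whether the genotype effect differed between stages. It passed for 26 genes, 15 with a more positive and 11 with a more negative genotype effect at 50 hpf, 151 genes had an edgeR adjusted p under 0.05 and 2115 an unadjusted p under 0.05. The split by sign was not stable, at 12 positive and 17 negative without csf1rDM 50 hpf replicate 3, 13 and 3 with the replicate block, and 1 negative in each of the fits without a control library. The largest positive values were those of scpp8 (3.22), si:ch211-133n4.7 (2.40) and scinlb (2.199). The largest negative values were those of tmem269 (-2.43), mhc2d4b (-2.26, SE 0.128, edgeR adjusted p = 5.23e-06) and cabp5b (-1.76). The mhc2d4b transcript went from 120 ± 9.88 to 397 ± 48.4 CPM between genotypes at 28 hpf and from 769 ± 23.1 to 529 ± 25.5 CPM at 50 hpf. This count was 133 genes with DESeq2 and 5 genes without control 50 hpf replicate 2, and the calls of scpp8, tmem269 and cabp5b were lost in many of the fits that left out 1 library, with adjusted p-values up to 0.0183, 0.0361 and 0.0375.

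The macrophage signature, 28 tested IDs, asked whether genes typical of macrophages differed between genotypes. Its median log2 fold change was 0.16 at 28 hpf (camera adjusted p = 0.203) and 0.12 at 50 hpf (camera adjusted p = 0.0536). Passing the thresholds over all genes tested were 0 members at 28 hpf and 0 at 50 hpf, with 2 and 0 when adjusted over the list alone. That is not independent evidence for a list the study reported with results from these libraries. At an unadjusted p under 0.05 there were 19 and 12 members. Leaving out csf1rDM 28 hpf replicate 1 moved the 28 hpf median most, to 0.07, and leaving out control 50 hpf replicate 1 gave 0.04 at 50 hpf. With DESeq2 size factors the 50 hpf median was 0.17 and its camera adjusted p was 0.0261, so its call depended on the scaling. One signature gene, marco (ENSDARG00000059294), went in opposite directions, from 219 ± 13.2 to 128 ± 4.98 CPM at 28 hpf (log2 fold change -0.77, edgeR adjusted p = 1.69e-05) and from 462 ± 20.5 to 717 ± 21.4 CPM at 50 hpf (0.63, edgeR adjusted p = 4.02e-05). The interaction of marco passed (1.41, SE 0.094, edgeR adjusted p = 1.95e-05). Expression of elmo1 (ENSDARG00000098753) was -0.76 at 50 hpf on the log2 scale (edgeR adjusted p = 1.54e-06).

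The DNA replication complex, 19 tested IDs, was among the groups of genes for which the study described lower expression. Its median log2 fold change was -0.83 at 28 hpf (camera adjusted p = 9.55e-11) and -1.502 at 50 hpf (camera adjusted p = 5.32e-16), with all 19 members lower at each stage. Over all genes tested, 5 members passed at 28 hpf and 17 at 50 hpf, and the same numbers passed when adjusted over the list alone, which again is not independent evidence. The alternative that moved the median most was leaving out csf1rDM 28 hpf replicate 1, at -0.97 at 28 hpf. The fall of pcna (ENSDARG00000054155) was from 1076 ± 44.0 to 490 ± 71.5 CPM at 28 hpf (log2 fold change -1.14, SE 0.121, edgeR adjusted p = 6.88e-05) and from 656 ± 102 to 216 ± 16.8 CPM at 50 hpf (-1.60, SE 0.123, edgeR adjusted p = 4.15e-06). The largest fall at 50 hpf was that of gins4 (-2.72), whose passing call at 28 hpf (-1.36) was lost in 5 of the 6 fits that left out 1 library, at adjusted p-values up to 0.0264. The members that did not pass at either stage included pole3 (-0.71 and -0.70) and mcm10 (-1.41 and -0.91, edgeR adjusted p = 0.0965 and 0.319), whose 50 hpf value was -0.51 without csf1rDM 50 hpf replicate 2. In the exact permutation test the list mean differed with p = 0.1 at each stage, the smallest p that 3 against 3 libraries allow.

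**Figure D3:**
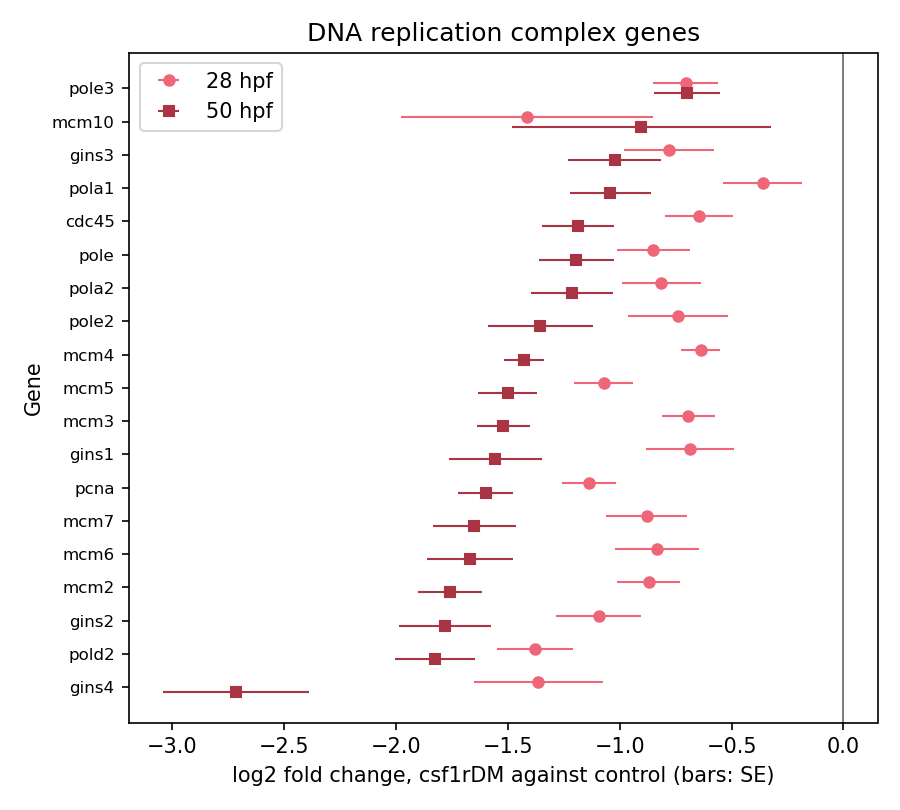
Log2 fold change of csf1rDM against control for each DNA replication complex gene at 28 hpf (circles) and 50 hpf (squares), with SE bars. All 19 genes lie below 0 at both stages, and the 50 hpf values (median -1.502) lie further from 0 than the 28 hpf values (median -0.83) for most of them.

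Other cell cycle lists asked whether the difference extended past the replication complex. The cyclin, kinase and ribonucleotide reductase list (12 IDs) had medians of -0.61 and -1.38, with 2 and 12 members past the thresholds over all genes tested and 2 and 12 adjusted over the list alone, a list also chosen by the study. Its member rrm1 went from 403 ± 32.6 to 142 ± 16.02 CPM at 50 hpf (-1.51, edgeR adjusted p = 9.95e-07). The further replication genes (41 IDs), which the study did not choose, had medians of -0.87 and -1.37, with 8 and 31 past over all genes and 9 and 32 adjusted over the list alone. The G2/M genes (46 IDs) had a median of -0.17 at 28 hpf with 0 members past over all genes tested, 0 adjusted over the list alone and 15 at an unadjusted p under 0.05. Without control 28 hpf replicate 2 that median was -0.09 and its camera call was lost (adjusted p = 0.125). At 50 hpf it was -1.13 with 28 members past by either count. Their interaction median was -0.87 (camera adjusted p = 6.41e-25), with 2 members past over all genes tested and 14 adjusted over the list alone.

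RNA metabolism lists asked whether the genotypes differed there. The ribosome biogenesis list (51 IDs) had medians of -0.76 at 28 hpf, with 10 members past by either count, and -0.47 at 50 hpf, with 0 past by either count and 41 at an unadjusted p under 0.05. The splicing factors (50 IDs) had medians of -0.38 and -0.41, with 0 and 1 past by either count and 31 and 33 at an unadjusted p under 0.05. The cytosolic ribosomal proteins (78 IDs) had medians of -0.15 and -0.08, with 0 past by either count at either stage, 13 and 9 at an unadjusted p under 0.05, and camera adjusted p-values of 0.00863 and 0.244. The ribosomal protein median at 50 hpf changed sign to 0.01 without csf1rDM 50 hpf replicate 1. Without control 28 hpf replicate 3 the 28 hpf median was -0.08 and its call was lost. One ribosomal protein gene at the floor in csf1rDM left these medians unchanged when set at its bound.

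The camera calls at a preset correlation did not all hold under the other tests. With fry, the G2/M and ribosomal protein calls at 28 hpf were lost (adjusted p = 0.178 and 0.255) and the other calls at that stage and at 50 hpf held. With an estimated correlation, the calls of the further replication and ribosome biogenesis lists held at 28 hpf. Those of the replication complex (adjusted p = 0.0549), the cyclin list (0.112), the splicing factors (0.117), the G2/M genes (0.633) and the ribosomal proteins (0.633) did not. At 50 hpf all camera calls except that of the splicing factors (0.0935) held. No interaction call held under an estimated correlation, where the smallest adjusted p was 0.054, while under fry all 5 held.

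**Figure D4:**
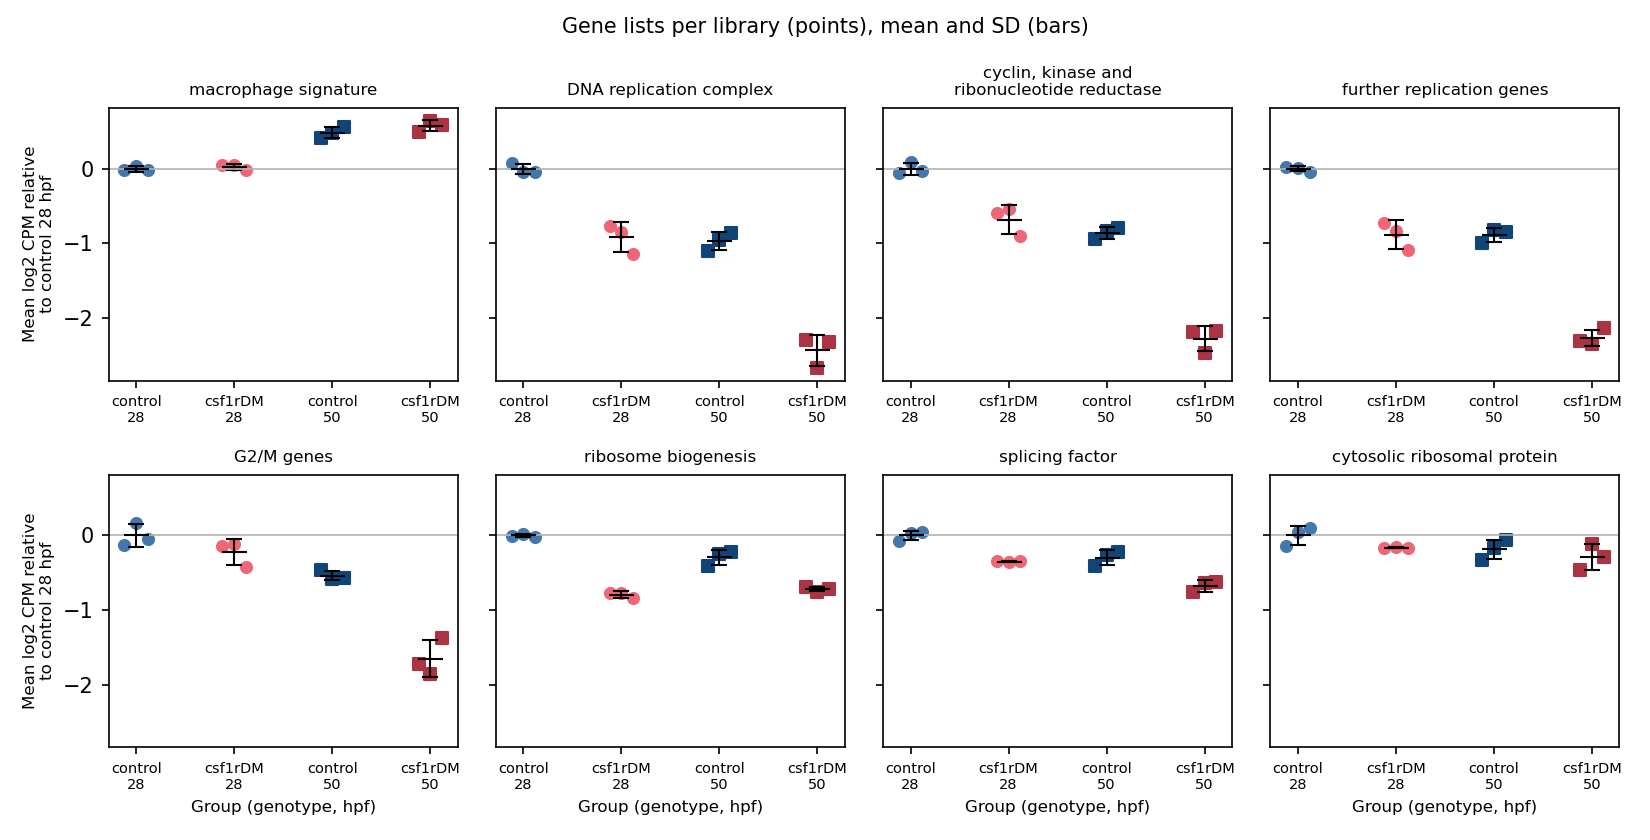
Mean log2 CPM of each of the 8 lists per library (points), relative to the control 28 hpf mean, with group mean and SD (bars, n = 3), so that values at 50 hpf combine stage and genotype. At 50 hpf the replication complex lay between -0.86 and -1.10 in control and between -2.30 and -2.67 in csf1rDM, and the G2/M genes between -0.46 and -0.58 and between -1.37 and -1.86.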

Values the study reported

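The study reported that the embryonic macrophage libraries were sequenced to between 12 and 21 M reads each. It reported that about 5% of a published set of 2031 macrophage-specific genes differed in expression in csf1rDM macrophages. Transcripts of the DNA replication complex were described as lower by about 2 fold at both time points.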

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

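The tests of the opposite interaction directions of the G2/M and ribosome biogenesis lists and the tests of leukocyte and macrophage genes were chosen only after those results were seen, and the other tests here were written before.

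A difference between the stages in the genotype effect was found for 26 genes by the interaction test. Of 100 splits drawn from the 200 that relabel the libraries within each stage, 4 gave at least as many genes, the real one included. The first 55 splits of the same draw gave 2, and the draw was then extended to 100. The other 3 gave 29, 31 and 38 genes, more than the real 26. Each of them kept the true genotypes at 1 stage and mixed them at the other, so they contain the genotype effect of the intact stage as an interaction. Leaving out control 50 hpf replicate 2 gave 5 genes, all of them among the 26. The mean genotype effect reached 1066 genes in 1 of 100 splits, the real one, and the largest other split gave 8.

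For the contrasts between 3 and 3 libraries, 10 splits exist and no share can fall below 0.1. The real split was the 1 of 10 with the most genes in each contrast. The largest other split gave 0 genes for the genotype effect at 28 hpf, 10 at 50 hpf, and 0 for the stage effect in control and in csf1rDM.

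The lists also differed between stages by the interaction test. The interaction median was -0.62 for the DNA replication complex, -0.76 for the cyclin, kinase and ribonucleotide reductase list, -0.53 for the further replication genes and -0.87 for the G2/M genes, and it was 0.39 for the ribosome biogenesis genes. The further replication value was -0.29 without csf1rDM 28 hpf replicate 1 and -0.35 without csf1rDM 50 hpf replicate 2. These calls rest on camera with a preset correlation and on fry, and none held at an adjusted p under 0.05 with an estimated correlation (0.0849, 0.054, 0.0849, 0.054 and 0.054).

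Among technical explanations, another scaling of the libraries is argued against for the opposite directions, since over the other 3 scalings the interaction median nearest to 0 was 0.40 for ribosome biogenesis and -0.805 for G2/M. A single deviating library is argued against as well, since over the 12 fits that each left out 1 library the values nearest to 0 were 0.31 and -0.70. A list whose genotype effect grew between stages and one whose effect shrank may reflect a change in the cells between 28 and 50 hpf. That hypothesis was found and examined on the same libraries, and developmental stage remains an untested biological explanation.

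The lower DNA replication genes in csf1rDM were weighed in the same way. Another scaling is argued against, since the list median nearest to 0 over both stages and 3 other scalings was -0.81. A single deviating library is argued against, since the median nearest to 0 over 12 fits was -0.805. A bias from gene span is argued against, since 0 of 10000 lists matched on mean expression and span had a median as low at either stage. The lowest matched medians were -0.56 and -0.57, against -0.83 and -1.47 for the 18 of 19 members with a span. RNA from cells other than leukocytes in csf1rDM libraries is argued against as the whole explanation. It would lower leukocyte genes as much as the list. The 36 tested IDs of a leukocyte list, none of them in another list, had medians of 0.24 and 0.19, with 3 and 1 members that fell by at least 0.5 of the fall of the list. The lowest leukocyte median over both stages and 12 fits that each left out 1 library was 0.093, at 50 hpf without csf1rDM 50 hpf replicate 2, and the most abundant gene was cybb, at up to 2912 CPM. RNA from cycling cells other than leukocytes in the control libraries would raise the list there and lower leukocyte genes there. The leukocyte medians cannot test that, since leukocyte genes higher in csf1rDM would follow from it as well. RNA from other leukocytes in csf1rDM would lower genes of macrophages as much as the list, and the values for these are mixed. The macrophage signature medians were 0.16 and 0.12 (0.066 without csf1rDM 28 hpf replicate 1 and 0.041 without control 50 hpf replicate 1), with 18 of 28 members higher at each stage, and the abundant mpeg1 ID rose by 0.36 at both, but the study chose the signature and the cells were sorted on mpeg. In a macrophage list written apart from the study (29 tested IDs), 14 members were higher and 15 lower at each stage, with medians of -0.04 and -0.07. These ranged from -0.147 (without csf1rDM 28 hpf replicate 3) to 0.138 (without control 28 hpf replicate 1) and from -0.136 (without control 50 hpf replicate 1) to 0.03 (without csf1rDM 50 hpf replicate 3). Of its members 9 and 6 fell by at least 0.5 of the fall of the list. The rule set for this test allowed under 0.25 of them at each stage, which was not met at 28 hpf. Neutrophil marker sums at 28 hpf were 573, 751 and 737 CPM in csf1rDM and 1066, 1322 and 694 CPM in control. At 50 hpf they were 496, 608 and 508 CPM in csf1rDM and 363, 490 and 444.5 CPM in control. The sums argue against a gain of neutrophil RNA in csf1rDM at 28 hpf but not at 50 hpf. They do not cover other kinds of leukocytes. The 7 other cell type lists held at most 0.703% of counts in a csf1rDM library, but markers are a small part of the RNA of a cell, so this share does not decide. GC content could not be examined, since 0 of 19 members had a value without a genome sequence. Explanations that remain and cannot be told apart are GC content, RNA from other leukocytes and RNA from other cells in control libraries. A difference in line background and a biological difference between genotypes remain as well. The latter, such as a lower share of cycling cells, may be read from these values only as a hypothesis. In the study's live imaging, division events did not differ significantly between genotypes in a window between 28 and 50 hpf. No csf1rDM macrophage divided in a later window, after 50 hpf, while some control macrophages did. The csf1rDM libraries at 50 hpf were also pools of 70 embryos instead of 35, a difference in sampling that coincides with the group.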

How the results depend on the processing

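The alternatives were planned before the data were examined, except for 1 that is named where it is used.

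The counts of genes were stable to scaling. Library size alone moved the median log2 fold change of all genes by 0.11 in the stage effect of csf1rDM and by less in the other contrasts, and no scaling moved the share of higher genes by over 10 points. Counts moved beyond 1.5 times when the thresholds were relaxed to an adjusted p under 0.05 with no fold limit, to 3373 and 3263 genes for genotype at 28 and 50 hpf, 3839 and 4537 for stage in control and csf1rDM, 151 for the interaction and 5503 for the mean genotype effect, by construction. The likelihood ratio test gave 1007 genes at 28 hpf and 121 for the interaction. Fits to 6 libraries gave 1644 genes for stage in control and 889 in csf1rDM. DESeq2 gave 133 for the interaction, no filter 57, and at least 10 counts in every library 51, with 705 for the mean effect under that filter. The cause was not tested. With DESeq2 the other counts rose without passing 1.5 times (991, 1193, 1404 and 1787).

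The fits that left out 1 library ranged from 436 (without control 28 hpf replicate 2) to 709 genes at 28 hpf, from 615 to 797 at 50 hpf, and from 5 (without control 50 hpf replicate 2, 4 positive and 1 negative) to 29 (without csf1rDM 50 hpf replicate 3, 12 and 17) for the interaction, which was over 1.5 times lower in 10 of 12 fits.

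The replicate numbers gave little sign of pairing the samples. Deviations of same-numbered control and csf1rDM libraries correlated at 0.17, 0.08 and 0.05 at 28 hpf and at 0.04, -0.12 and -0.36 at 50 hpf. Between stages the values were 0.024, 0.005 and 0.036 in control and 0.144, 0.023 and 0.108 in csf1rDM. They were 0.131, 0.099 and 0.01 between control 28 hpf and csf1rDM 50 hpf. Between csf1rDM 28 hpf and control 50 hpf they were -0.106, -0.057 and -0.134. With the number as a replicate block, 581, 783, 955, 1232 and 961 genes passed, and 16 for the interaction.

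For the principal components, unscaled genes and the 500 most variable genes gave stage a share of 0.963 and 0.912 of component 1, and of 0.009 and 0.001 of component 2, and genotype a share of 0.013 and 0.011 of component 1. Leaving out 1 library gave genotype a share of component 1 from 0.118 (without control 28 hpf replicate 2) to 0.406 (without control 50 hpf replicate 1). At an adjusted p under 0.05, 94.63% of stage effects and 93.03% of genotype effects kept their sign. At least 10 counts in every library gave Pearson correlations of 0.762 and 0.663 and Spearman correlations of 0.729 and 0.676 for stage and genotype, with fewer low genes.

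Leaving out 1 library gave Pearson correlations from 0.308 (without csf1rDM 50 hpf replicate 3) to 0.504 for stage and from 0.23 (without the same library) to 0.436 for genotype, and Spearman from 0.513 to 0.6 and from 0.419 to 0.508. All of these lie below the values with all libraries. Groups of 2 let 16853 to 17580 genes pass the filter, which accounts for part of the drop. Over the 16429 genes of the full fit, an alternative chosen after those values were seen, Pearson ranged from 0.371 to 0.572 and from 0.269 to 0.469, and Spearman from 0.556 to 0.631 and from 0.454 to 0.534. Pearson was still below the full value in 9 of 12 fits for stage and 10 of 12 for genotype, and Spearman in 10 of 12 for each. The lowest Pearson values, 0.371 and 0.269, were again those without csf1rDM 50 hpf replicate 3.

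Directions of the lists held under the scaling, filter and test alternatives. With an estimated correlation these medians lost their call, at 28 hpf replication complex -0.834, cyclin list -0.607, G2/M -0.169, splicing -0.379 and ribosomal proteins -0.147, at 50 hpf splicing -0.407, and for the interaction -0.615, -0.756, -0.532, -0.865 and 0.388. With fry G2/M (-0.169) and ribosomal proteins (-0.147) lost theirs at 28 hpf. The macrophage signature at 50 hpf gained a call under DESeq2 size factors (0.169) and at least 10 counts (0.148). The ribosomal protein interaction gained a call under DESeq2 size factors (0.097), library size (0.052) and at least 10 counts (0.053). The cause was not tested.

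Leaving out 1 library gave ranges of -0.332 (without csf1rDM 28 hpf replicate 1) to -0.094 (without control 28 hpf replicate 2) for G2/M at 28 hpf, -0.251 to -0.084 (without control 28 hpf replicate 3) for ribosomal proteins at 28 hpf, 0.041 (without control 50 hpf replicate 1) to 0.148 for the signature at 50 hpf, -0.614 to -0.291 (without csf1rDM 28 hpf replicate 1) for the further replication interaction, -0.199 (without control 50 hpf replicate 2) to -0.007 (without csf1rDM 50 hpf replicate 1) for csf1ra at 50 hpf, and -1.008 to -0.611 for csf1rb at 50 hpf. Signs changed for ribosomal proteins at 50 hpf (-0.185 to 0.012, without csf1rDM 50 hpf replicate 1), for the signature interaction (-0.028, without control 50 hpf replicate 1, to 0.159), for the ribosomal protein interaction (-0.033, without control 50 hpf replicate 1, to 0.13) and for the splicing interaction (-0.121 to 0.017, with 0.013, 0.015 and 0.01 in other fits). These medians are close to 0. In fits that left out 1 library, list medians gained a call 10 times and lost one 3 times. Among the named genes, a call past the thresholds was lost 4 times under other alternatives and 35 times in fits that left out 1 library.

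Depth limits the low genes. Folds against a group at the floor of 3 counts are lower bounds, and 0 false calls in simulation do not describe genes below the filter.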

Other observations

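The tests of all-or-none genes and of muscle transcripts were chosen only after those results were seen, as were the random draws of genes counted in 1 library, and the test of linked loci and the other values of genes counted in 1 library were written before.

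Alleles linked to the mutated loci are a candidate explanation for genes that differ by genotype at both stages, because the csf1rDM fish carry 2 mutated loci and may share the surrounding chromosome. Of the 344 genes past the thresholds at both stages with the same sign, 55.23% could be placed in the RefSeq table, against 66.95% of all tested genes. The test needed 80% and was void, so linked alleles cannot be told apart from the effect of the genotype for these genes. The same holds for a difference in line background, which need not lie near the mutated loci.

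A related pattern was genes with at least 1 CPM in all libraries of 1 genotype and at most 3 counts in any library of the other. There were 14, 9 of them with the low counts in csf1rDM and 5 in control. Of the 200 splits that relabel the libraries within each stage, the real one gave 14 and the largest other 1. A strain variant against the reference may lie behind some of them, but only 2 of the 14 had a RefSeq place, so whether they lie in shared blocks could not be examined. By stage, 6 such genes had the low counts at 28 hpf and 0 at 50 hpf, and the largest other of 200 splits within genotype gave 1.

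One library, csf1rDM 50 hpf replicate 1, held 2108 genes with counts in no other library (9191 counts in all), against 51 to 180 genes in each of the others. The 10 highest of these genes took 5.65% of those counts, against 16.9 to 81.7% in the others, and the median was 3 counts per gene against 1. The share falls with the number of genes. In 1000 random draws of as many of these genes as each other library held, the mean share was 26.1 to 54.5%, and 1 of the other 11 libraries lay above its mean, control 28 hpf replicate 1 at 81.7%. The low share is therefore no evidence of thin spread, and a median of 3 counts is open to either source. RNA from another cell type and genomic DNA or other background reads cannot be told apart by these values. The direction of the replication complex result did not rest on this library. The median of that list at 50 hpf was -1.547 without this library and -1.502 with all libraries.

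Skeletal muscle marker transcripts differed between libraries of the same group. Their sum was 10.8, 15.1 and 9.62 CPM in control at 28 hpf, 128, 769 and 3854 CPM in csf1rDM at 28 hpf, 4521, 4132 and 7.997 CPM in control at 50 hpf, and 17.1, 11.8 and 6015 CPM in csf1rDM at 50 hpf, replicates 1 to 3. Each marker followed the sum of the others over the 12 libraries, with a lowest rank correlation of 0.82, so RNA from muscle cells may account for them. The highest gene was actc1b, at 1789 CPM. At 28 hpf all 3 csf1rDM libraries lay above all 3 control libraries, a separation that chance gives in 10% of such comparisons, while at 50 hpf the genotypes overlapped. A biological difference between genotypes at 28 hpf was not tested. The other marker lists spanned 75.06 to 197.8 CPM for erythroid, 363.2 to 1322 for neutrophil, 63.14 to 620.9 for keratinocyte, 20.89 to 136 for neural, 9.483 to 117.4 for yolk and liver, 37.41 to 354.3 for pigment cell and 537.1 to 2307 for immediate early genes, and 12440 to 19280 for mitochondrial genes.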
